# Epiploic Adipose Tissue (EPAT) in Obese Individuals Promotes Colonic Tumorigenesis: A Novel Model for EPAT-Dependent Colorectal Cancer Progression

**DOI:** 10.3390/cancers15030977

**Published:** 2023-02-03

**Authors:** Rida Iftikhar, Patricia Snarski, Angelle N. King, Jenisha Ghimire, Emmanuelle Ruiz, Frank Lau, Suzana D. Savkovic

**Keywords:** obesity, epiploic adipose tissue (EPAT), colon cancer

## Abstract

**Simple Summary:**

The role of epiploic adipose tissue (EPAT), understudied fat appendages attached to the colon, in obesity-facilitated colorectal cancer (CRC) is unexamined. In our novel microphysiological system, EPAT obtained from obese individuals, unlike EPAT from lean, attracts colon cancer cells’ intrusion and enhances their migration and growth. Conditioned media from this model mediated gene expression in colon cancer cells that are linked to metabolic and tumorigenic remodeling. This EPAT-mediated transcriptional signature defines transcriptomes of human colon cancer. These findings highlight a tumor-promoting role of EPAT, a metabolic tissue, in the colon of obese individuals and establishes a platform for exploration of involved mechanisms and development of effective treatments.

**Abstract:**

The obesity epidemic is associated with increased colorectal cancer (CRC) risk and progression, the mechanisms of which remain unclear. In obese individuals, hypertrophic epiploic adipose tissue (EPAT), attached to the colon, has unique characteristics compared to other fats. We hypothesized that this understudied fat could serve as a tumor-promoting tissue and developed a novel microphysiological system (MPS) for human EPAT-dependent colorectal cancer (CRC-MPS). In CRC-MPS, obese EPAT, unlike lean EPAT, considerably attracted colon cancer HT29-GFP cells and enhanced their growth. Conditioned media (CM) from the obese CRC-MPS significantly increased the growth and migration of HT29 and HCT116 cells (*p* < 0.001). In HT29 cells, CM stimulated differential gene expression (hOEC_867_) linked to cancer, tumor morphology, and metabolism similar to those in the colon of high-fat-diet obese mice. The hOEC_867_ signature represented pathways found in human colon cancer. In unsupervised clustering, hOEC_867_ separated transcriptomes of colon cancer samples from normal with high significance (PCA, *p =* 9.6 × 10^−11^). These genes, validated in CM-treated HT29 cells (*p* < 0.05), regulate the cell cycle, cancer stem cells, methylation, and metastasis, and are similarly altered in human colon cancer (TCGA). These findings highlight a tumor-promoting role of EPAT in CRC facilitated with obesity and establishes a platform to explore critical mechanisms and develop effective treatments.

## 1. Introduction

The obesity epidemic affects half a billion individuals worldwide [1]. Obesity is directly associated with increased colorectal cancer (CRC) risk, progression, recurrence, resistance to therapy, and mortality [2,3]. CRC, the second leading cause of cancer-related deaths worldwide, is initiated and driven by complex intracellular and extracellular remodeling [4,5]. We have demonstrated that colonic tumorigenesis augmented by obesity is mediated by increased lipid metabolism in colonic cells and surroundings [6,7,8]. Understanding these obesity-driven tumorigenic processes will promote further exploration of critical mechanisms and the development of more effective treatments. 

Emerging findings revealed that epiploic adipose tissue (EPAT), visceral fat appendages attached to the colon, is linked to obesity-mediated systemic pathobiology [9]. Adult individuals have about 50–100 of these EPAT appendages, which are ~1.5 cm thick and 3.5 cm long [10]. EPAT provides blood supply for the colon, supports colonic absorption, and delivers nutrition to the colon during starvation [11,12]. It has been speculated that EPAT is involved in host–microbe interactions and may be regulated by paracrine factors [13]. In obese individuals, EPAT is enlarged and is linked to colonic pathobiology such as diverticulitis and epiploic appendagitis [14,15]. Recently, Krieg et al. assessed abdominal fat in a large number of obese individuals undergoing gastric bypass surgery and demonstrated unique characteristics of EPAT compared to other adipose tissue [9]. Given these lines of evidence, we hypothesized that this understudied fat serves as a tumor-promoting tissue in the colon of obese individuals. In order to study the role of EPAT in colorectal cancer progression, it was necessary to establish a novel model since neither in vitro nor in vivo models specific to this fat are available. A recently developed microphysiological system (MPS) appeared to be suitable for studying the role of adipose tissues in obesity processes [16,17,18]; thereby, we utilized this platform to establish a novel MPS specific for EPAT-dependent colorectal cancer.

## 2. Materials and Methods

### 2.1. Human Samples

Human epiploic adipose tissue (EPAT) samples were obtained from local patients undergoing surgery unrelated to colonic inflammation and cancer from the larger New Orleans metropolitan area. Patients (ages 16–67) were a mix of female and male, African American and Caucasian, with Body Mass Index (BMI), as calculated (kilograms/meters^2^), ranging from 17.6 to 40.7. The de-identified patient samples used in this study were approved by the institutional review board (IRB, protocol number 867) at Tulane University, which waived the requirement for informed consent for sample collection. 

Publicly available transcriptomes from human colon cancer patients comprised control (*n =* 23) and colonic tumor samples (*n =* 198) (GSE4183; GSE141174). Additionally, publicly available TCGA transcriptomic data was obtained from colon cancer patients (normal colon (*n =* 41) and tumor (*n =* 457)). These data were acquired using NCBI’s GEO2R.

### 2.2. Mouse Model for High-Fat Diet Obesity and Colonic Tumorigenesis (Transcriptomic Data)

C57BL/6J mice (6 weeks old) were housed at Tulane University School of Medicine according to the guidelines of the Tulane Institutional Animal Care and Use Committee (protocol number 1161). One group of mice was maintained on a standard chow diet (RD), and the other on a high-fat chow diet (HFD) (60% kcal/fat) (D12492, Research Diets, New Brunswick, NJ). In addition, colonic tumors were induced in experimental mice by a single azoxymethane (AOM, Sigma, St. Louis, MO, USA) intraperitoneal injection of 10 mg/kg, followed by three separate 5-day cycles of 2.5% dextran sulfate sodium (DSS, MP Biomedicals, San Diego, CA, USA) added to drinking water, as we described before [8]. Transcriptomic analysis was performed after RNA-seq from the colons of these mice (*n =* 3 for each group) and is available through NCBI’s Sequence Read Archive (SRP093363) [8]. 

### 2.3. Cells

Human colon cancer cells HT29 (ATCC, Manassas, VA, USA), GFP-tagged HT29 (Genecopoeia, Rockville, MD, USA), and HCT116 (ATCC, Manassas, VA) were propagated in complete McCoy’s 5A media (Sigma, St. Louis, MO) containing 10% fetal bovine serum (FBS) (Peak Serum, Wellington, CO, USA). EPAT-derived stromal cells (ESC) from human EPAT were isolated by collagenase digestion of tissue, vigorous washing, and selection via cell adherence [19,20]. ESC were propagated using DMEM containing 10% fetal bovine serum and 10% penicillin/streptomycin (Gibco, Waltham, MA, USA). Cancer cells were serum-starved overnight prior to experimental procedures and were serum-starved for three days to synchronize cells in the cell cycle prior to treatments. 

### 2.4. Epiploic Colonic Microphysiological System (CRC-MPS) and Conditioned Media 

EPAT was obtained from obese or lean patients undergoing abdominal surgery unrelated to colonic diseases (inflammation or cancer). From EPAT, isolated adipose stromal cells (ESC) were used to sandwich CRC-MPS (containing EPAT-isolated adipocytes and human colonic cells) (Figure 1A). Fresh EPAT was physically minced, and 200 µL of their cell suspension was used for each CRC-MPS well. HT29-GFP cells, cultured independently, were trypsinized, and 200,000 cells were added to each CRC-MPS well. Two ESC sheets are needed for each CRC-MPS well. On the first ESC sheet, grown on a 6-well plate, EPAT and HT29-GFP cells were added. A second ESC monolayer was grown on a thermosensitive polymer (poly(N-isopropylacrylamide), Nunc UpWell 6-well dish, 174902). 3D-printed plungers loaded with a hydrogel (12% Gelatin B, ~225 bloom, G9382, Sigma, St. Louis, MO) were gently pressed onto the ESC monolayer, and incubated at room temperature, then at 4 °C, allowing the ESC layer to be lifted off the plate. The plunger carrying these ESC was then placed on top of EPAT and HT29-GFP cells that were added to the first ESC monolayer to create a sandwich (Figure 1A). Colon cancer cell status in CRC-MPS was assessed daily under the microscope, and GFP signal from acquired images was quantified by pixel area per field of view. These CRC-MPS, kept in DMEM and 10% FBS at 37 °C, were maintained for 5 days. Their 24 h growth media, diluted 1:5 with serum-free McCoy’s 5A media, was used as a conditioned media (CM) to treat colon cancer cells. Two cell lines were used to increase rigor and reproducibility. 

### 2.5. BrdU and EdU Staining and Migration Assays 

Human colon cancer cells were grown on coverslips incubated with SFM, oleic acid, or conditioned media from ESC alone or obese CRC-MPS and in the presence of BrdU (10 µM, Sigma, St. Louis, MO, USA). We visualized and quantified as we described before [7]. A parallel experiment utilizing EdU to visualize the proliferation of cells was performed according to the manufacturer’s instructions (C10639, Invitrogen, Waltham, MA, USA). Colon cancer cell migration confluency disruption and transwell assays were performed as described before [7]. 

### 2.6. RNA Isolation and cDNA Synthesis

RNA isolation (miRNeasy kit, Qiagen, Germany) and cDNA synthesis (SuperMix synthesis system, Thermo Fisher, Waltham, MA, USA) were performed according to the manufacturers’ protocols, as we described before [8]. 

### 2.7. Quantitative PCR 

cDNA generated from human colon cancer cells and colonospheres was utilized for qPCR as previously described [8]. Independent experiments were performed 3 times by different investigators. The primers for amplification of human cDNA were: for hSNAI1 (F: 5′-GGTTCTTCTGCGCTACTGCT-3′, R: 5′-TGCTGGAAGGTAAACTCTGGATT-3′), hTRIB2 (F: 5′-AGCTGGTGTGCAAGGTGTT-3′, R: 5′-GAGCAGACAGGCAAAAGCAC-3′), hCENPE (F: 5′-AGCCTGCAAGAAACCAAAGC-3′, R: 5′-TCTGTCGGTCCTGCTTTTTCT-3′), hBCCIP (F: 5′-ATGTACCAGCAGCTTCAGAAAGA-3′, R: 5′-AGTAGCACTTCCCACATGGC-3′), hNNMT (F: 5′-TGATTGACATCGGCTCTGGC-3′, R: 5′-TCTGGACCCTTGACTCTGTTC-3′), and hOAS1 (F: 5′-CTCCTGGATTCTGCTGACCC-3′, R: 5′-GTGCAGGTCCAGTCCTCTTC-3′). The relative levels of mRNA were determined by the comparative Ct method using actin and GAPDH as housekeeping controls as previously described [7,8].

### 2.8. RNA Sequencing and Differential Expression 

RNA sequencing (RNAseq) of experimental colon cancer cells was accomplished as described previously [7,8]. Transcriptomic data and differentially expressed genes (DEGs) were analyzed by using Ingenuity Pathway Analysis (IPA, Qiagen, Germany). Principal component analysis (PCA) and unsupervised hierarchal clustering were performed as we described before [7,8].

### 2.9. Statistical Analysis

All experiments were repeated independently by the same or different researchers, and data are represented as mean ± S.D. for a series of experiments. Investigators were blinded during experimentation. Student’s unpaired t-test or one-way analysis of variance (ANOVA) and a Student–Newman–Keuls post-test were each calculated as we described before [7,8]. Confidence intervals (95%) were calculated for human samples as well.

## 3. Results and Discussion 

The role of EPAT in homeostasis and pathobiology of the colon is understudied, primarily due to the lack of models and challenges in obtaining biopsies. We established a novel microphysiological system (MPS) utilizing human EPAT and colonic cells sandwiched between tissue-engineered sheets of EPAT-derived stromal cells (ESC) (Figure 1A). It is important to highlight that in this EPAT-dependent colorectal cancer model (CRC-MPS), which is stable in culture for a week, wholesale EPAT tissue is used, not isolated nor differentiated adipocytes. As human white adipose tissue sandwiched between sheets of stromal cells maintained physiologic tissue characteristics [16], the CRC-MPS provides a reliable ex vivo model to study EPAT-mediated processes in colonic cells. EPAT was obtained from obese (Body Mass Index (BMI) > 29.9) and lean (BMI < 24.9) patients undergoing surgery unrelated to colonic inflammation or cancer. Initially, in this CRC-MPS, we utilized HT29-GFP cells, as a reporter and stable colon cancer cell line, to establish a reliable model. In the CRC-MPS model, we found significantly increased growth of HT29-GFP cells when co-cultured with obese EPAT compared to the control, represented by HT29-GFP sandwiched between the ESC sheets alone (Figure 1B). When co-cultured with EPAT obtained from lean individuals, HT29-GFP growth remained unaffected compared to ESC alone (Figure 1B). Further, confidence intervals (CI, 95%) and a box and whisker plot demonstrated a 4.895-fold increase in colon cancer HT29-GFP cell growth by obese EPAT (relative to lean) normalized to ESC-only negative controls (CI, obese: (3.79, 5.21), lean: (0.68, 1.16)) (Figure 1C). Moreover, this finding was supported using conditioned media (CM) from obese CRC-MPS and two colon cancer cell lines (HT29 and HCT116). Specifically, this CM significantly stimulated BrdU or EdU incorporation into newly synthesized DNA in both HT29 and HCT116 cells relative to CM from ESC alone (Figure 2A,B). Additionally, we noticed in the CRC-MPS model that HT29-GFP cells were closely associated with obese—relative to lean—EPAT (Figure 1A). We assessed this migratory signal in CM from the obese EPAT to colon cancer cells using HT29 and HCT116 cells in confluency disruption and transwell migration assays. After the confluency disruption of HT29 cells, CM presence led to a smaller distance between their migratory fronts (Figure 2C). Further, it increased HCT116 colon cancer cell migration from the upper chamber to the lower chamber of transwells (Figure 2D). These findings revealed the important role of EPAT in augmenting colon cancer cell growth and migration with obesity (directly and indirectly). Utilization of two colon cancer cell lines may limit interpretation; hence, different colonic cells will be considered in further expansion of the CRC-MPS. Further, metabolic remodeling has a profound effect on the transcriptomes of colonic cells compared to underlying mutations [21]; thus, we speculate that parental gene mutations will have a secondary effect on metabolic remodeling, requiring further exploration of critical mechanisms driving tumorigenesis. 

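HT29 cells, a human colorectal adenocarcinoma line, were sequenced in 9 libraries of paired-end RNA reads: 3 from cells in serum-free medium (control), 3 from cells given conditioned medium (CM) of EPAT-derived stromal cells alone (ESC), and 3 from cells given CM of the CRC-MPS. Both CM were applied for 24 h, and the paper's methods give their dilution as 1:5. By those methods, the CRC-MPS and the stromal cells were grown in medium with fetal bovine serum, which the control medium lacked. The CRC-MPS wells held HT29-GFP cancer cells as well as EPAT, while the paper describes the other CM as from ESC alone. The sample labels name the last group only as CM of adipose tissue and do not give the obese state, which comes from the paper. They give 24 h of serum starvation for the control, and they name a different RNA kit from the paper's. The paper's methods give overnight and 3 days of starvation for cancer cells before treatment, the 3 days to synchronize their cell cycle. Those methods do not limit the starvation to the control. The libraries of each group are labelled as separate biological samples, but neither the labels nor the paper's text say whether they come from separate CRC-MPS preparations or EPAT donors, so SD and p measure the spread between these libraries, which may be technical with respect to the CM. The submitters' notes name STAR 2.6.1d, kallisto 0.46.0 and DESeq2 on genome build hg38, and the version of DESeq2 is not given in the sources used here. The authors deposited 3 tables, 1 per comparison, each with a value per gene in every library and the columns of a DESeq2 test. The values per library fit TPM, which scales each library's transcripts to a common total, although the sheets do not name their unit. Each table lists only genes with an unadjusted p under 0.05 in the authors' test: 2835 genes for CRC-MPS CM against ESC CM, 10019 for CRC-MPS CM against control and 10007 for ESC CM against control. A gene that a table leaves out is reported as not listed, which does not mean that its level was equal. Total reads per library are unknown from these tables. The median of the authors' deposited mean normalized count was 1457 over the genes listed between the CM, 854 over those for CRC-MPS CM against control and 894 over those for ESC CM against control. Genes were called changed at the paper's first thresholds, a fold change over 1.5 and an FDR under 0.05, taken from the authors' deposited adjusted p and fold change because the tables were already selected on p. Means, SD and ratios of TPM were computed from the libraries. With 3 libraries per group, an exact permutation test of a single gene cannot go below p = 0.1. Of 51 marker genes of adipocytes, stromal cells, leukocytes and endothelium, none was listed between the CM, and 13 were listed in each comparison with control, where 2 were higher and 7 lower past the thresholds.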

Next, we sought to determine how EPAT mediates growth and migratory behavior by systematically surveying the gene expression in colon cancer cells (RNA-seq). 

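Between the CM, 138 genes passed the thresholds in the authors' deposited table, of which 113 were higher and 25 lower with CRC-MPS CM than with ESC CM. Among the most changed well-expressed genes were JAG1, a Notch ligand, at 30.3 ± 8.71 TPM (SD, n = 3) with CRC-MPS CM and 15.0 ± 4.34 TPM (SD, n = 3) with ESC CM, and LAMA3, a laminin chain, at 28.8 ± 2.41 against 18.8 ± 3.26 TPM. NAMPT, an enzyme of NAD synthesis, was at 239 ± 39.2 against 147 ± 10.7 TPM, and CD55, a complement regulator, at 197 ± 28.1 against 132 ± 19.5 TPM. LGR5, a receptor of colon stem cells, was lower, at 6.40 ± 0.456 against 9.07 ± 0.293 TPM. Against the serum-free control, 4933 genes passed the thresholds in the authors' deposited table, 2177 higher and 2756 lower with CRC-MPS CM. This split turned without the lowest 25% of average levels, with 1651 higher and 1404 lower. HMMR, a spindle protein, was at 69.9 ± 7.96 TPM (SD, n = 3) with CRC-MPS CM and 14.1 ± 1.33 TPM (SD, n = 3) in control medium, and COTL1, an actin-binding protein, at 210.1 ± 8.38 against 45.4 ± 1.86 TPM. UGT1A6, a glucuronosyltransferase that shares exons and so reads with other UGT1A genes, was at 98.9 ± 2.39 against 17.2 ± 2.76 TPM. TUBA1A, an alpha-tubulin, was lower, at 8.00 ± 1.82 against 78.1 ± 9.99 TPM, as was SYT7, a synaptotagmin, at 7.93 ± 0.607 against 47.7 ± 2.39 TPM. Every library of one group lay above every library of the other in 119 of the 138 genes and in 4724 of the 4933. Chance gives 10% only for unselected genes, and these were selected on the same libraries. Of 4923 genes changed by CRC-MPS CM against control, names that a spreadsheet turned into dates left out, 3992 were also changed by ESC CM, all in the same direction; both comparisons use the same control libraries. Of the 4923 genes, 88 were also changed between the CM. At the paper's second thresholds, a log2 fold change over 1.5 and an adjusted p under 0.001, the authors' deposited tables give 12 genes between the CM and 858 against control. Without the lowest 25% of average levels, the count between the CM was 28. Limma on the listed genes called 157 between the CM with all libraries. It called 219, 104 and 87 without CRC-MPS CM replicates 1, 2 and 3, and 160, 107 and 89 without ESC CM replicates 1, 2 and 3. The listed genes were already selected on p, which gives too many calls. Adjusted over as many genes as the authors adjusted over, a setting added after the data were seen, limma called 66 between the CM.

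**Figure D1:**
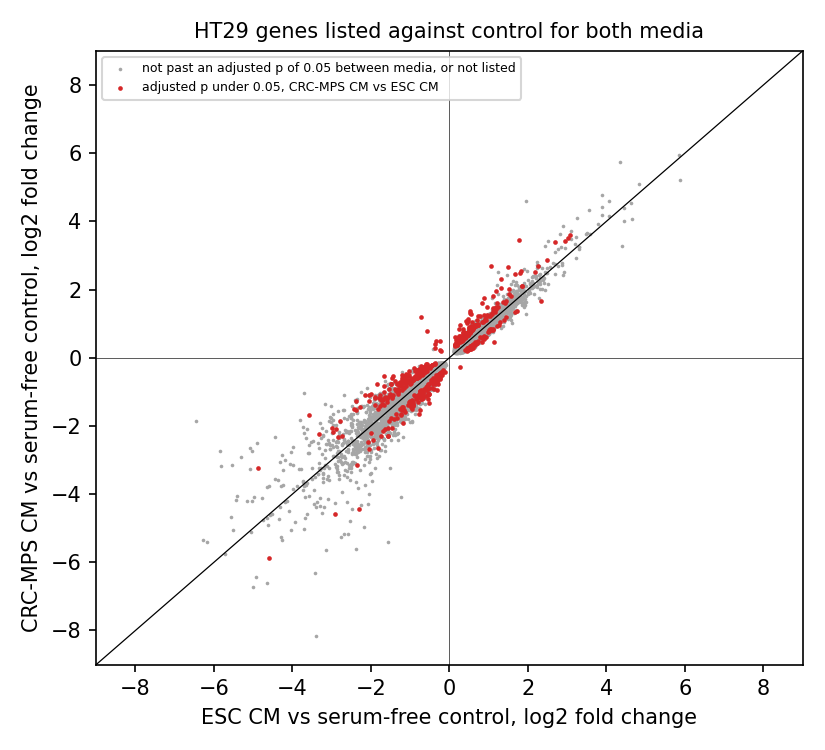
Log2 fold change in the authors' deposited tables against the serum-free control, with ESC CM on the x axis and with CRC-MPS CM on the y axis, for 8664 genes listed in both tables. Red points are 521 genes with an adjusted p under 0.05 between the CM, and the diagonal marks equal changes. Most points lie in the quadrants where both CM move a gene the same way.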

We identified 867 differentially expressed genes (DEGs) altered in HT29 cells by CM from obese CRC-MPS (>|1.5|-fold change, FDR < 0.05 and meeting stringent differential expression and statistical thresholds of log_2_ fold-change > |1.5| and an adjusted *p*-value < 0.001). These DEGs, representing a transcriptional signature mediated by human obese EPAT in colon cancer cells (hOEC_867_), are linked to cancer, gastrointestinal diseases, metabolic processes, and growth (Figure 3A). Moreover, the pathways representing hOEC_867_ were compared with pathways representing transcriptomes of the colon of high-fat-diet (HFD) obese mice and colonic tumors of HFD obese mice with AOM/DSS-induced tumors. In this mouse model, we demonstrated that HFD obese mice had increased colonic tumor burden and pathways associated with metabolic and tumorigenic remodeling [8]. 

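Against the serum-free control, genes of cell division were higher with CRC-MPS CM. By the paper's methods, cancer cells were serum-starved before treatment to synchronize their cell cycle. The CM came from cultures with serum and the control medium had none, so an effect of serum given after starvation cannot be told apart here. All 26 members of a mitosis list passed the thresholds as higher (26 adjusted over the list alone; adjusted p = 1.08e-08, two-sided Fisher's exact test of direction against the other changed genes). ASPM, a spindle pole protein, was at 33.6 ± 2.37 TPM (SD, n = 3) with CRC-MPS CM and 8.14 ± 0.541 TPM (SD, n = 3) in control medium, and DLGAP5, a spindle assembly factor, at 51.8 ± 1.88 against 11.6 ± 0.679 TPM. Of 20 genes of ribosome biogenesis, 14 were higher and none lower (14 adjusted over the list alone; adjusted p = 5.24e-05, same exact test), with NOP58, a nucleolar protein, at 176 ± 9.29 against 71.8 ± 9.90 TPM. Genes of sterol metabolism moved the other way: of 24 genes of cholesterol synthesis and uptake, 19 were lower and none higher (19 adjusted over the list alone; adjusted p = 7.79e-05, same exact test). HMGCS1, an enzyme of sterol synthesis, was at 103 ± 6.58 against 272 ± 22.9 TPM, and INSIG1, a regulator of sterol synthesis, at 86.9 ± 2.25 against 249 ± 11.8 TPM. Of 18 genes of fatty acid synthesis, 6 were lower and 2 higher (6 and 3 adjusted over the list alone; adjusted p = 0.599, same exact test), with SCD, a desaturase, at 349 ± 1.61 against 933 ± 24.3 TPM. Interferon response genes were lower in 24 of 25 cases (24 adjusted over the list alone; adjusted p = 5.98e-06, same exact test). IFI27 was at 31.8 ± 2.92 against 696 ± 187 TPM and OAS2, an antiviral synthetase, at 0.774 ± 0.117 against 39.9 ± 12.7 TPM. Of 21 markers of colonocyte and goblet cells, 8 were lower and 2 higher (8 and 2 adjusted over the list alone; adjusted p = 0.310, same exact test), with the mucin MUC2 at 1.68 ± 0.252 against 10.0 ± 2.03 TPM and the adhesion protein CEACAM6 at 33.3 ± 2.49 against 9.49 ± 0.266 TPM. Of 16 NRF2 response genes, 10 were higher and none lower (10 adjusted over the list alone; adjusted p = 9.29e-04, same exact test), with the aldo-keto reductases AKR1C2, at 93.6 ± 10.2 against 8.04 ± 2.24 TPM, and AKR1C3, at 264 ± 18.7 against 45.8 ± 8.45 TPM, whose similar sequences can share reads. With ESC CM against control, 26 mitosis genes, 14 of ribosome biogenesis and 7 of the NRF2 response were higher, and 19 cholesterol and 22 interferon genes were lower past the thresholds, with the same numbers adjusted over the list alone.

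**Figure D2:**
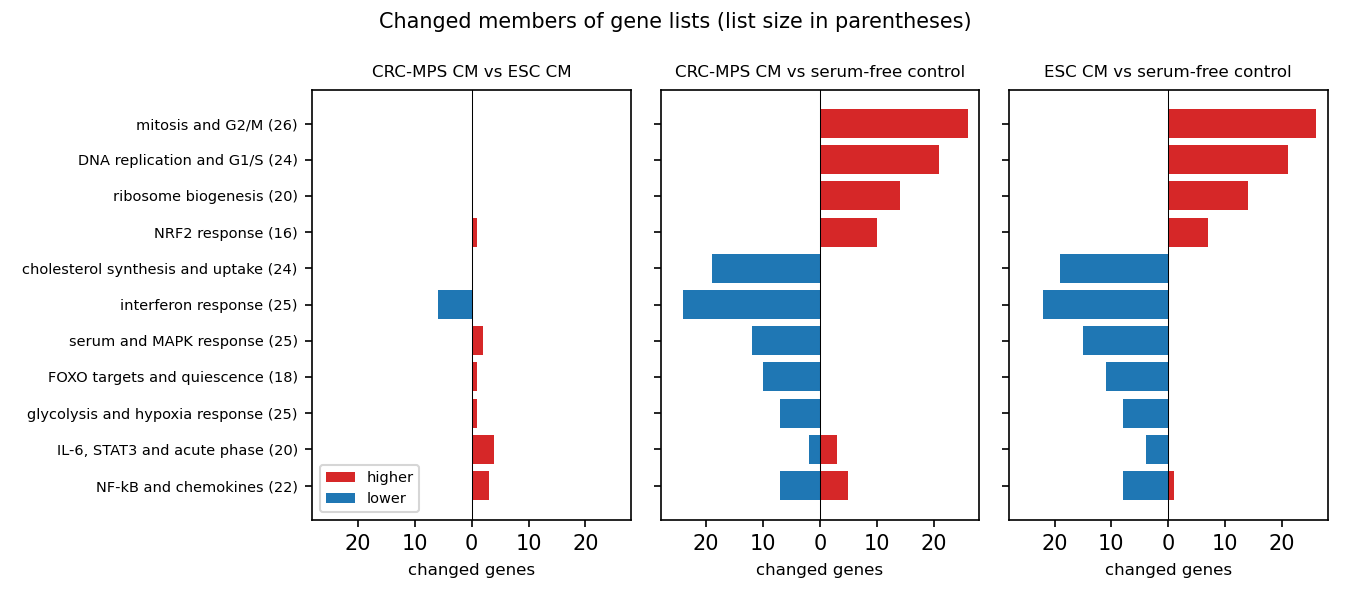
Number of changed members (x axis) of 11 gene lists (y axis, list size in parentheses) in each comparison, with red bars for members higher and blue bars for members lower in the first-named group. The 26 mitosis genes are higher in both comparisons with control, and the interferon response has the longest bar between the CM, with 6 genes lower.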

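In HT29 cells, 4 of 20 genes of the IL-6, STAT3 and acute phase response were higher with CRC-MPS CM than with ESC CM and none was lower past the thresholds (4 adjusted over the list alone), and 9 were higher at an FDR under 0.05 with no minimum fold. SOCS3, an inhibitor that STAT3 induces, was at 1.78 ± 0.208 TPM (SD, n = 3) with CRC-MPS CM and 0.421 ± 0.121 TPM (SD, n = 3) with ESC CM, a log2 fold change of 2.07 in the authors' deposited table. SERPINA3, an acute phase protease inhibitor, was at 9.09 ± 0.249 against 3.78 ± 0.554 TPM, and the complement factor CFB at 4.80 ± 1.39 against 2.69 ± 0.378 TPM. The libraries overlapped for the receptor IL6R, at 2.28 ± 0.813 against 1.33 ± 0.334 TPM. Of 16 NRF2 response genes, 11 were higher and none lower at an FDR under 0.05, of which AKR1C1, which can share reads with AKR1C2, passed the fold threshold as well (1 adjusted over the list alone), at 165 ± 25.0 against 101 ± 11.7 TPM. The counts are of the authors' deposited adjusted p, and too few members of these lists passed the thresholds for the direction test, which needs 5. At an FDR under 0.05 with no minimum fold, where 66.0% of all genes were higher, neither list passed it (adjusted p = 0.0809 for the IL-6 list and 0.0657 for the NRF2 list, two-sided Fisher's exact test of direction). Against control, IL6R was lower with both CM, at log2 fold changes of -2.18 with CRC-MPS CM and -2.96 with ESC CM in the authors' deposited tables. CFB was lower than control with ESC CM (-1.11), while SOCS3 was higher than control with CRC-MPS CM (3.06). Mouse tissue was not analysed here.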

We found that pathways representing hOEC_867_ were similar to the pathways in the colon of HFD obese mice in colonic tissue (Figure 3B, IPA) and tumors (and when compared to the colon of mice fed with a regular diet) (Figure 3C, IPA). Further, we determined the significance of these hOEC_867_ pathways in human colonic tumorigenesis using publicly available transcriptomic data from tumor tissue samples obtained from two colon cancer patient cohorts. 

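In HT29 cells, 3 of 22 genes of NF-kB and chemokines were higher with CRC-MPS CM than with ESC CM and none was lower past the thresholds in the authors' deposited table (4 adjusted over the list alone), where 81.9% of all changed genes were higher. At an FDR under 0.05 with no minimum fold, 5 were higher and none lower, which did not pass the direction test (adjusted p = 0.192, two-sided Fisher's exact test). ICAM1, an adhesion molecule, was at 6.07 ± 0.663 TPM (SD, n = 3) with CRC-MPS CM and 3.68 ± 0.173 TPM (SD, n = 3) with ESC CM. TNFAIP3, an inhibitor of NF-kB signaling, was at 2.17 ± 0.145 against 1.28 ± 0.589 TPM, and BIRC3, an inhibitor of apoptosis, at 5.34 ± 0.873 against 3.61 ± 0.483 TPM. Of 25 genes induced by serum and MAPK signaling, 2 were higher and none lower (3 adjusted over the list alone), and 6 and none at an FDR under 0.05 (adjusted p = 0.127, same exact test), with the immediate-early factor FOSB at 4.32 ± 0.614 against 1.93 ± 0.378 TPM and the matricellular protein CYR61 at 5.76 ± 0.742 against 3.51 ± 0.322 TPM. Of 24 genes of the amino acid and ER stress response, none passed the thresholds, 1 passed when adjusted over the list alone, and 6 were higher and none lower at an FDR under 0.05, which did not pass either (adjusted p = 0.127, same exact test). The interferon response was lower in 6 of 25 genes and higher in none (6 adjusted over the list alone). It was the only list with at least 5 changed members, so adjustment over lists left its p unchanged (p = 2.06e-05, two-sided Fisher's exact test of direction against the other changed genes). At an FDR under 0.05 with no minimum fold, 7 were lower and none higher (adjusted p = 0.00499 over 10 lists, same exact test). IFI27 was at 31.9 ± 2.93 against 141 ± 4.96 TPM and IFI6 at 6.72 ± 1.59 against 21.0 ± 2.77 TPM, with every library on one side. Against control, FOSB was lower with both CM, at log2 fold changes of -1.27 with CRC-MPS CM and -2.37 with ESC CM in the authors' deposited tables. Its higher level with CRC-MPS CM than with ESC CM was thus a smaller reduction. The human tumor data were not analysed here.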

Pathways representing hOEC_867_ were similar to those characterizing human colon cancer (GSE4183, GSE141174) (Figure 3D, IPA). Next, we determined the significance of hOEC_867_ in human colonic tumorigenesis using publicly available transcriptomes from a large patient population (TCGA). Principal component analysis (PCA) and unsupervised hierarchal clustering showed that hOEC_867_ separated the transcriptomes of human colon cancer samples from normal with a high degree of significance (*p =* 9.6 × 10^−11^) (TCGA, Figure 3E,F). These findings demonstrated the importance of EPAT-mediated gene expression in colonic cells in obesity-augmented metabolic and tumorigenic remodeling.

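Few genes of lipid and energy metabolism differed past the thresholds between the CM in HT29 cells. NDRG1, a hypoxia-induced gene, was higher with CRC-MPS CM, at 43.2 ± 7.41 TPM (SD, n = 3) with CRC-MPS CM and 19.6 ± 2.88 TPM (SD, n = 3) with ESC CM, and was the 1 of 25 glycolysis and hypoxia genes to pass (1 adjusted over the list alone). PLIN2, a lipid droplet protein, was higher, at 11.9 ± 0.558 against 7.43 ± 0.232 TPM; of 20 genes of fatty acid oxidation and PPAR targets, 1 was higher and 1 lower past the thresholds (1 and 1 adjusted over the list alone). None of 24 genes of cholesterol synthesis and uptake, 18 of fatty acid synthesis or 18 of nuclear-encoded oxidative phosphorylation passed between the CM (none adjusted over a list alone), and 8, 5 and 6 of them were listed at an unadjusted p under 0.05. Mitochondrially encoded genes were not listed between the CM. Against control, 3 of 13 were lower with CRC-MPS CM past the thresholds (3 adjusted over the list alone), and 8 were lower and none higher at an FDR under 0.05 (adjusted p = 0.0187, two-sided Fisher's exact test of direction), with MT-CYB at 2000.3 ± 183 TPM (SD, n = 3) with CRC-MPS CM and 3191 ± 429 TPM (SD, n = 3) in control medium. Of the glycolysis and hypoxia genes, 7 were lower against control and none higher (7 adjusted over the list alone; adjusted p = 0.0447, same exact test), but with no minimum fold 7 were higher and 10 lower and the direction did not pass (adjusted p = 0.686), with ALDOC, an aldolase, at 15.7 ± 3.24 against 63.5 ± 6.04 TPM. NDRG1 was lower against control with both CM, at log2 fold changes of -2.22 with CRC-MPS CM and -3.32 with ESC CM. It was thus less reduced with CRC-MPS CM, not raised above control. PLIN2 had a log2 fold change of -0.76 against control with ESC CM. With ESC CM against control, 8 glycolysis and hypoxia genes were lower and none higher (8 adjusted over the list alone, adjusted p = 0.0489, same exact test). Of the mitochondrially encoded genes, 3 were lower with ESC CM past the thresholds, and 8 were lower and 1 higher at an FDR under 0.05. Both CM came from cultures with serum, so an effect of serum on these changes against control cannot be told apart. Counts and log2 fold changes are from the authors' deposited tables. From the genes altered by the CM and their pathways in HT29 cells, mice and human tumors, the paper concludes that EPAT-mediated expression matters for metabolic and tumorigenic remodeling in obesity.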

Finally, we validated selected obese EPAT-mediated DEGs for expression in HT29 cells treated with CM from obese CRC-MPS vs. ESC (Figure 4A). 

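By RNA-seq, SNAI1 was at 5.08 ± 0.438 TPM (SD, n = 3) with CRC-MPS CM and 1.32 ± 0.107 TPM (SD, n = 3) with ESC CM, a ratio of means of 3.85. TRIB2 was at 15.5 ± 0.256 against 8.64 ± 0.943 TPM (ratio 1.79), and NNMT at 102 ± 3.30 against 71.3 ± 7.10 TPM (ratio 1.43). OAS1 was lower with CRC-MPS CM, at 20.3 ± 3.48 against 36.5 ± 3.81 TPM (ratio 0.556). BCCIP was at 193 ± 10.0 against 171 ± 9.04 TPM (ratio 1.12), with an adjusted p of 0.149 in the authors' deposited table. CENPE was not listed between the CM at an unadjusted p under 0.05; its means in the tables against control were 24.3 ± 2.04 TPM (SD, n = 3) with CRC-MPS CM and 20.6 ± 1.22 TPM (SD, n = 3) with ESC CM (ratio 1.18). In each of the 6 genes, every library with CRC-MPS CM lay on one side of every library with ESC CM, for CENPE across the tables against control. In the authors' deposited table, SNAI1, TRIB2 and OAS1 passed a 1.5-fold change at adjusted p of 3.42e-13, 1.99e-13 and 3.95e-12, while NNMT had an adjusted p of 2.90e-08 and a log2 fold change of 0.53, under 1.5-fold. Of the 6 genes, 2 were thus higher and 1 lower past the thresholds (2 and 1 adjusted over the list alone), which is not independent evidence, since the study chose them on these samples. On hg38, SNAI1 lies on chromosome 20 from 49982999 to 49988886, TRIB2 on chromosome 2 from 12716889 to 12742734, and OAS1 on chromosome 12 from 112906777 to 112933222. CENPE lies on chromosome 4 from 103105806 to 103198409, BCCIP on chromosome 10 from 125823546 to 125853695, and NNMT on chromosome 11 from 114257787 to 114313285. The references ACTB and GAPDH were not listed in any of the 3 tables.

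**Figure D3:**
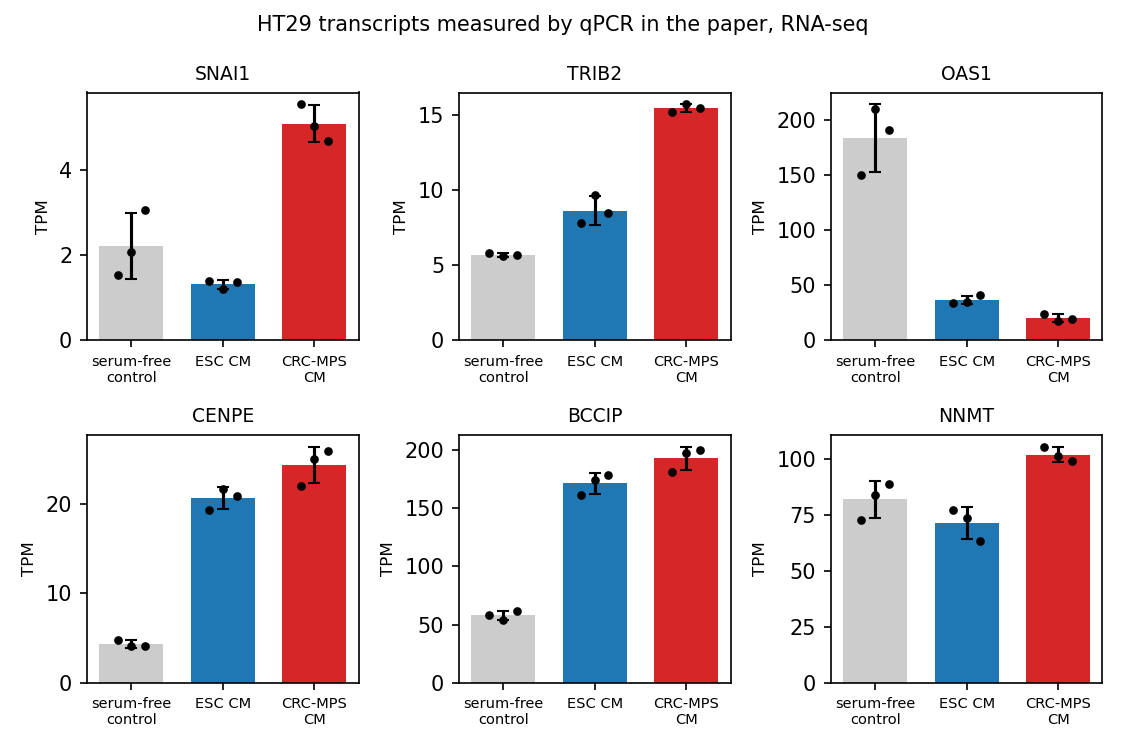
Level (y axis, TPM) of the 6 genes in HT29 cells in serum-free control medium (grey), ESC CM (blue) and CRC-MPS CM (red). Bars are means, error bars SD and points the 3 libraries of a group. SNAI1 and TRIB2 stand highest with CRC-MPS CM, while OAS1 is highest in control medium.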

Transcriptional levels of these genes were similarly altered in the human colon cancer samples relative to normal (TCGA, Figure 4A). These genes regulate diverse cellular functions, and limited data implicated them in cancer. Specifically, SNAI1 is linked to the epithelial-to-mesenchymal transition (EMT), while TRIB2 is associated with colon cancer stem cells [22,23]. Further, several of these genes regulate the cell cycle and migration, such as CENPE, a kinesin-like motor protein required for stable spindle microtubule capture, and BCCIP, which modulates CDK2 kinase activity [24,25]. OAS1 was recently detected in pancreatic and breast cancer [26,27]. Moreover, NNMT regulates methylation and has been linked to gastric and colon cancer [28]. Next, we analyzed the distribution of these genes’ expression according to the BMI status of colon cancer patients, utilizing cancer stage subsets based on clinical parameters associated with tumor dissemination [29]. In boxplots corresponding to significant and close-to-significant differential gene expression, we found increased levels of TRIB2 and CENP2 corresponding with obesity (BMI > 30) and lymph node metastasis (Figure 4B). Similarly, increased NNMT levels correspond to obesity in late stages of solid colonic and metastatic tumors (lymph nodes, perineural invasion, and distant metastasis) (Figure 4B). These findings demonstrated that in obese individuals, EPAT mediates the expression of genes in colonic cells associated with growth, cancer stem cells, and epigenetic changes (methylation). 

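Between the CM, the changes in lists of growth, stem cell and methylation genes in HT29 cells were few. None of 26 mitosis genes passed the thresholds and 4 were listed at an unadjusted p under 0.05. None of 24 genes of DNA replication and G1/S passed and 10 were listed, and at an FDR under 0.05 with no minimum fold 1 was higher and 5 were lower with CRC-MPS CM (adjusted p = 0.0657, two-sided Fisher's exact test of direction). Of 21 Wnt and colon stem cell genes, TRIB2 was higher and LGR5 lower, while at an FDR under 0.05 1 was higher and 4 were lower (adjusted p = 0.0960, same exact test). Of 16 genes of methyl-group metabolism and DNA methylation, none passed and 6 were listed, and at an FDR under 0.05 1 was higher and 1 lower. Adjusted over the list alone, the counts past the thresholds were the same in each of these lists. KLF4, a FOXO target linked to quiescence, was higher, at 14.8 ± 2.02 TPM (SD, n = 3) with CRC-MPS CM and 7.89 ± 1.47 TPM (SD, n = 3) with ESC CM, the 1 of 18 FOXO target genes past the thresholds (1 adjusted over the list alone). CEACAM5, the carcinoembryonic antigen, was higher, at 11.2 ± 0.461 against 6.46 ± 0.813 TPM, 1 of 2 colonocyte and goblet genes higher, with 1 of the 21 lower (2 and 1 adjusted over the list alone), and 3 and 3 at an FDR under 0.05 (adjusted p = 0.414, same exact test). The lower one was CDX2, an intestinal transcription factor, at 2.96 ± 0.327 against 3.65 ± 0.689 TPM, whose libraries overlapped. All counts are from the authors' deposited table.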

Further, increased levels of several of these genes regulating cancer stem cells, migration, and methylation, corresponding to obesity, are linked to metastasis, which establishes a platform to determine novel biomarkers representing obese EPAT-mediated colorectal tumorigenesis. 

Here, we demonstrated a tumor-promoting role of human EPAT in obesity-facilitated colorectal cancer utilizing our novel model. Emerging findings demonstrated that EPAT in obese individuals differs from mesenteric, omental, and subcutaneous fats in methylome, transcriptome, and proteome [9]. Further, EPAT has uniquely altered pathways in obese individuals with insulin resistance compared to insulin sensitivity [9], suggesting its systemic metabolic role. This adipose tissue is understudied due to lack of a mouse model and the difficulty of obtaining human EPAT tissue biopsies. Our novel ex vivo model will allow us to further elucidate mechanisms of EPAT-mediated processes in the colon. Utilization of wholesale EPAT tissue gives us an advantage for future understanding of the EPAT cell landscape (adipose, non-adipose, and stromal cells) and their released mediators in processes involving the colon. As the initial utilization of colon cancer cells in this model can be extended to human organoids, it is important to keep in mind that the complexity of colonic tissue is underrepresented, primarily as other non-colonic cells are not considered.

Moreover, our findings revealed that EPAT may indirectly and directly augment tumorigenic processes in colonic cells, in part, by impacting the tumor microenvironment. Onogi and Ussar suggested a possible role of EPAT in the regulation of host–microbe interaction [13]. In the small intestine, microbiota translocate to mesenteric adipose tissue, which promotes M2 macrophage activation [30]. Therefore, it is plausible that in the colon, interactions between EPAT and microbiota may be one of the mechanisms driving tumorigenesis in obesity. Moreover, microbiota and obesity facilitate inflammatory signaling in the colon, which may be essential for EPAT function, as studies have shown that inflammation is required for physiological adipose tissue remodeling [31]. Additionally, released mediators from EPAT (adipocytes and non-adipocytes), such as TNF and leptin, as well as metabolites, such as fatty acids [8,9,32,33], may further drive tumorigenesis in the colon. Together, EPAT and microbiota axes could create a microenvironment that is further augmented with obesity in promoting tumorigenesis in the colon. Along with these complex changes in the colonic environment, EPAT may directly affect colonic cells, such as their gene expression and epigenetic changes. We found that methylation via NNMT is augmented in colonic cells by EPAT. 

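Against the serum-free control, at 81.7 ± 8.30 TPM (SD, n = 3), NNMT was 1.24 times as high with CRC-MPS CM, a log2 fold change of 0.40 in the authors' deposited table (adjusted p = 7.00e-05), below a 1.5-fold change. NNMT, which methylates nicotinamide, was not listed for ESC CM against control. Of 16 genes of methyl-group metabolism and DNA methylation, 2 were higher and 3 lower with CRC-MPS CM than in control medium in the authors' deposited table (2 and 3 adjusted over the list alone; adjusted p = 1.00, two-sided Fisher's exact test of direction). DNMT1, the maintenance DNA methyltransferase, was at 79.1 ± 5.26 against 44.3 ± 1.89 TPM, and EZH2, a histone methyltransferase, at 75.4 ± 6.12 against 43.8 ± 0.801 TPM. KDM5B, a histone demethylase, was lower, at 25.6 ± 0.943 against 37.2 ± 1.37 TPM. With ESC CM, DNMT1 and EZH2 were also higher than in control medium, at 83.1 ± 2.44 and 73.1 ± 5.85 TPM (SD, n = 3). Methylation itself was not measured in these libraries.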

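CENPE was at 4.33 ± 0.397 TPM (SD, n = 3) in serum-free control medium and 5.62 times as high with CRC-MPS CM. BCCIP was at 57.9 ± 3.99 TPM (SD, n = 3) in control medium and 3.33 times as high. Their log2 fold changes in the authors' deposited table were 2.34 (adjusted p = 5.35e-131) and 1.74 (adjusted p = 2.49e-108). Both were also higher with ESC CM than in control medium in the authors' deposited table, with log2 fold changes of 2.22 and 1.60. CDK2, the kinase of the G1/S transition, was at 70.5 ± 6.81 TPM (SD, n = 3) with CRC-MPS CM and 48.3 ± 3.45 TPM (SD, n = 3) in control medium, a log2 fold change of 0.53 in the authors' deposited table, under 1.5-fold. Of 24 genes of DNA replication and G1/S, 21 were higher with CRC-MPS CM and none lower (21 adjusted over the list alone; adjusted p = 3.33e-07, two-sided Fisher's exact test of direction). MCM10, a replication initiation factor, was at 22.6 ± 1.59 against 5.51 ± 0.986 TPM, UHRF1, a chromatin factor of S phase, at 58.5 ± 2.20 against 18.4 ± 2.57 TPM, and GINS2, a part of the replicative helicase, at 26.4 ± 2.80 against 10.7 ± 0.913 TPM. With ESC CM 21 of them were higher than in control medium too. Of 14 replication-dependent histone genes, 2 were higher and 1 lower with CRC-MPS CM against control (2 and 1 adjusted over the list alone). By the paper's methods, cancer cells were serum-starved before treatment, and the control cells stayed in serum-free medium. No group with serum but no conditioning cells is among the samples.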

Further, EPAT-mediated growth of colon cancer cells may be, in part, due to CENPE- and BCCIP-dependent cell cycle dysregulation. Our findings further revealed that EPAT may affect cancer stem cells, in part, via TRIB2, which can lead to resistance to therapy and tumor recurrence in colon cancer patients. Moreover, EPAT may accelerate the metastatic characteristics of colon cancer cells by promoting EMT and the spread of cancer cells. It is possible that EPAT drives EMT through increased expression of SNAI1, which may involve loss of FOXO3 in colonic cells mediated by obesity. 

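TRIB2 was at 5.69 ± 0.115 TPM (SD, n = 3) in serum-free control medium and 2.72 times as high with CRC-MPS CM, a log2 fold change of 1.32 in the authors' deposited table (adjusted p = 5.41e-28). With ESC CM its log2 fold change against control was 0.52 in the authors' deposited table, under 1.5-fold, but 0.61 by TPM means and 0.59 by limma without ESC CM replicate 1, both just over it. Of 21 Wnt and colon stem cell genes, 3 were higher and 4 lower with CRC-MPS CM against control (3 and 4 adjusted over the list alone; adjusted p = 1.00, two-sided Fisher's exact test of direction). LGR5 was higher, at 6.41 ± 0.451 TPM (SD, n = 3) with CRC-MPS CM and 1.79 ± 0.480 TPM (SD, n = 3) in control medium. The Wnt feedback inhibitors NKD1, at 0.636 ± 0.197 against 2.60 ± 0.818 TPM, and NOTUM, at 1.34 ± 0.466 against 3.15 ± 0.727 TPM, were lower. LEF1, a Wnt transcription factor, was at 0 in every library with CRC-MPS CM and at 0.322 ± 0.0343 TPM in control medium.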

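SNAI1 was at 2.22 ± 0.776 TPM (SD, n = 3) in serum-free control medium and 2.29 times as high with CRC-MPS CM, and FOXO3 was at 19.4 ± 1.43 TPM (SD, n = 3) with CRC-MPS CM and 30.7 ± 2.26 TPM (SD, n = 3) in control medium. In the authors' deposited table their log2 fold changes were 1.21 (adjusted p = 6.10e-06) and -0.64 (adjusted p = 2.43e-15). FOXO3 lies on chromosome 6 from 108559835 to 108684774 of hg38. With ESC CM, FOXO3 was also lower than in control medium, with a log2 fold change of -0.71 in the authors' deposited table, and it was not listed between the CM at an unadjusted p under 0.05. SNAI1 with ESC CM had a log2 fold change of -0.72 against control, with an adjusted p of 0.0657 in the authors' deposited table; limma on the listed genes gave an adjusted p of 0.0298 with all libraries. Without control replicate 1 limma gave an adjusted p of 0.00531 at a log2 fold change of -0.60, past both thresholds, and without each of the other libraries 0.0540 to 0.0831. Limma adjusted these only over listed genes, already selected on p, which gives too many calls. In simulated data with no gene changed, it called 493 of 526 genes after such a filter, so these limma values do not establish a change. Of 18 FOXO targets and quiescence genes, 10 were lower and none higher with CRC-MPS CM against control (10 adjusted over the list alone; adjusted p = 0.00801, two-sided Fisher's exact test of direction), but with no minimum fold 3 were higher and 12 lower and the direction did not pass (adjusted p = 0.0701, same exact test). CDKN1A, an inhibitor of cyclin-dependent kinases, was at 32.6 ± 4.56 against 110.1 ± 14.0 TPM, and TXNIP, an inhibitor of glucose uptake, at 13.1 ± 0.282 against 113 ± 53.5 TPM. Of 21 genes of the epithelial-mesenchymal transition, 2 were higher and 8 lower against control (2 and 8 adjusted over the list alone; adjusted p = 0.310, same exact test), with the protease MMP14 at 0.875 ± 0.0964 against 5.47 ± 0.361 TPM and the laminin chain LAMB3 at 69.1 ± 5.37 against 125 ± 18.5 TPM. Between the CM, 2 of the 21 were higher and none lower (2 adjusted over the list alone), SNAI1 among them. With ESC CM against control, 11 FOXO targets and quiescence genes were lower and none higher (adjusted p = 0.00794, same exact test). That direction also passed with no minimum fold, with 1 higher and 11 lower (adjusted p = 0.0147, same exact test). CDKN1A and TXNIP were lower with ESC CM too, at log2 fold changes of -2.62 and -2.91. Of the 21 epithelial-mesenchymal genes, 1 was higher and 8 were lower with ESC CM (adjusted p = 0.132, same exact test).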

In the colon, loss of FOXO3 is one of the mechanisms by which obesity mediates metabolic reprogramming linked to tumorigenic processes [6,34,35]. In renal cell carcinoma, loss of FOXO3 facilitates EMT by increasing SNAI1 [36]. Moreover, increased expression of genes regulating cancer stem cells, migration, and methylation (TRIB2, CENP2, NNMT) corresponded to metastatic tumors in obese colon cancer patients. Therefore, it is tempting to speculate that EPAT may aid escaped metastatic colon cancer through lymph nodes to distant organs. These findings highlight the critical role of EPAT in obesity-facilitated colonic tumorigenesis, thus establishing a platform to identify novel markers and to develop effective treatment options.

## 4. Conclusions

The obesity epidemic, affecting half a billion individuals worldwide, is associated with increased CRC risk, progression, recurrence, resistance to therapy, and mortality [1,3]. Further, CRC incidence has been on the rise globally among young adults, mainly due to this epidemic [37,38]. This poses an urgent, unmet demand to understand the mechanisms driving obesity-mediated tumorigenesis in the colon. Here, we demonstrated that fat outpouchings attached to the colon, known as EPAT, have a tumor-promoting role in obesity-facilitated colonic tumorigenesis, especially in metastatic processes. These findings provide conceptual advances in our understanding of how obesity facilitates CRC. Establishing this platform will further drive the exploration of critical mechanisms of EPAT-mediated processes in colonic cells and identify novel biomarkers needed for the development of effective treatment options for CRC. 

## Figures and Tables

**Figure 1:**
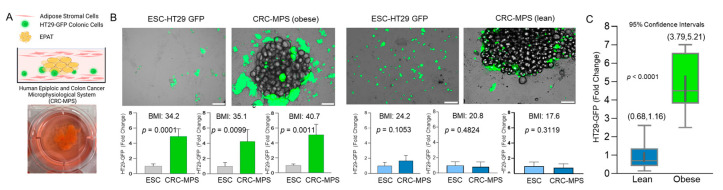
(**A**) Cross-sectional model of Epiploic (EPAT) Colorectal Cancer Microphysiological System (CRC-MPS). (**B**) Representative images of CRC-MPS with HT29-GFP cells and EPAT obtained from obese (BMI 34.2) or lean (BMI 24.2) individuals vs. HT29-GFP grown with EPAT-derived stromal cells (ESC) only (48 h). Graphs represent the intensity of GFP pixels from CRC-MPS images, three independent wells for each EPAT, obtained from three obese or three lean individuals relative to ESC (Scale bar = 100 µm, BMI *=* Body Mass Index). (**C**) All individual values from CRC-MPS were normalized to matched ESC-only GFP signal, then normalized to lean average. Box and whisker plot represents the median, 25% and 75% quartiles, and highest and lowest values of each group. Thick dark grey bar within the box and whisker plot reports confidence interval (CI, 95%) with range in brackets above each box.

**Figure 2:**
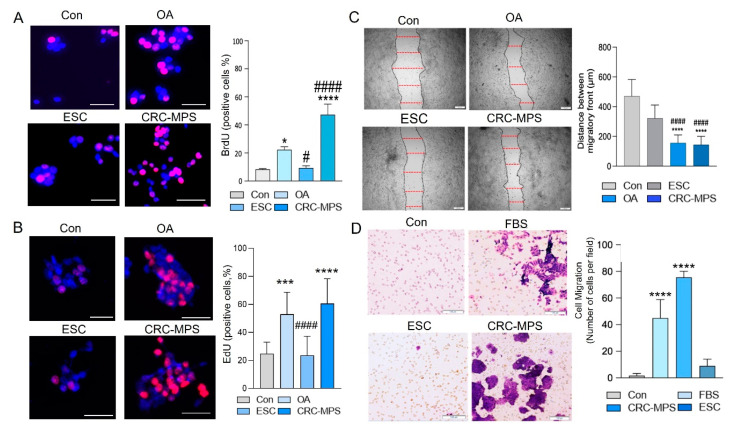
(**A**) Representative images and quantification of BrdU incorporation during DNA synthesis in HT29 cells treated with conditioned media (CM) from CRC-MPS (obese) vs. CM from ESC. Oleic acid (OA) treatment represents positive control and serum-free media (Con) represents negative control (24 h, *n =* 3, **** *p* < 0.0001, * *p* < 0.05 vs. Con; #### *p* < 0.0001, # *p* < 0.05 vs. OA, scale bar = 50 μm). (**B**) Representative images and quantification of EdU incorporation during DNA synthesis in HCT116 cells treated with CM from CRC-MPS (obese) vs. CM from ESC. Oleic acid (OA) treatment represents positive control and serum-free media (Con) represents negative control (24 h, *n =* 3 wells in 2 independent experiments, **** *p* < 0.0001, *** *p* < 0.001 vs. Con; #### *p* < 0.0001 vs. OA, scale bar = 50 μm). (**C**) Representative images and quantification of confluency disruption of HT29 monolayers via scratch assay (24 h, *n =* 3, **** *p* < 0.0001 vs. Con; #### *p* < 0.0001 vs. ESC, scale bar 200 = μm). (**D**) Transwell migration assay of HCT116 cells, with CM from CRC-MPS (obese), ESC, fetal bovine serum (FBS) as a positive control, and serum-free media as a negative control (Con) (24 h, *n =* 3, **** *p* < 0.0001 vs. Con, scale bar 100 = μm).

**Figure 3:**
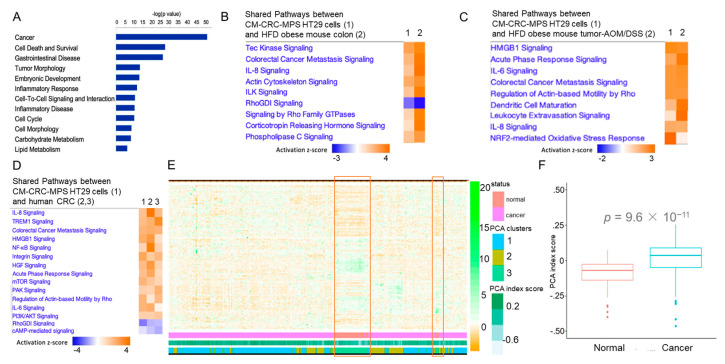
(**A**) Top diseases representing differentially expressed genes (DEGs) in colon cancer HT29 cells mediated by CM from CRC-MPS from obese patients relative to control (*p* < 0.05, IPA). (**B**,**C**) Top canonical pathways representing these DEGs compared to DEGs from colon and colonic tumors (AOM/DSS) of HFD obese mice (*n =* 3 for each group, FC > |1.5|, FDR < 0.05, IPA). In (**B**), Column 1 contains pathways representing DEGs in HT29 cells treated with CM from CRC-MPS (vs. ESC), and Column 2 contains pathways in HFD obese mouse colon (vs. RD colon). In (**C**) Column 1 contains pathways representing DEGs in HT29 cells treated with CM from CRC-MPS (vs. ESC), and Column 2 contains pathways in HFD obese mouse tumors (AOM/DSS model vs. RD normal colon). (**D**) Shared pathways representing DEGs from HT29 cells treated with CM from CRC-MPS (Column 1) and human colon cancer relative to normal colon (Column 2, GSE4183, *n =* 23; Column 3, GSE141174, *n =* 198; fold change > |1.5|, FDR < 0.05, IPA). (**E**,**F**) Unsupervised hierarchical clustering and heatmap showing hOEC_867_ signature separating transcriptome of colon cancer samples from normal. Orange boxes highlight normal samples. Principal Component Analysis (PCA) of hOEC_867_ signature and significance of PCA index score (TCGA), normal colon (*n =* 41), and tumors (*n =* 457).

**Figure 4:**
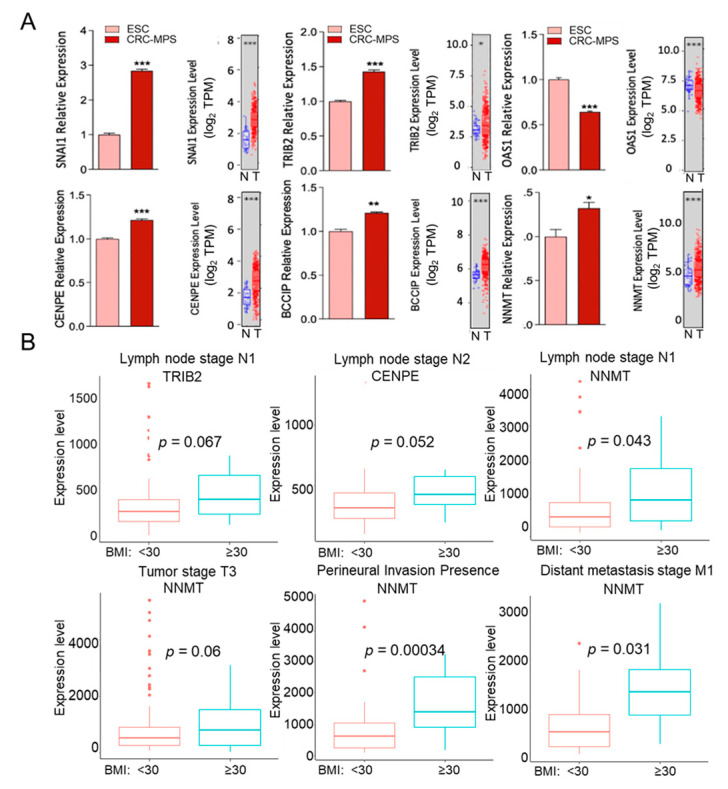
(**A**) Validation of DEGs in HT29 cells treated with CM from CRC-MPS (obese) and ESC (24 h) by qPCR. The following transcripts were assessed: SNAI1, TRIB2, OAS1, CENPE, BCCIP, and NNMT (qPCR, *n =* 3, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001). Similar significant alterations of these transcripts were found in colon cancer patient tissue (grey box plots) (TCGA: normal colon (*n =* 41) and tumors (*n =* 457)). (**B**) Transcriptomic data of samples from colon cancer patients that included both weight and height information (TCGA) were further classified by BMI (obese: BMI > 30, *n =* 84, and non-obese: BMI < 30, *n =* 198). Selected genes were analyzed for expression levels (log_2_ TPM) in various clinical cancer stage subsets associated with tumor dissemination (Box plots).

## Data Availability

The data presented in this study are available on request from the corresponding author. RNA sequencing of experimental colon cancer cells will be submitted to NCBI’s Archive to be publicly available.

How the deposited data were processed for this re-analysis (not part of the article)

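RNA of HT29 cells was measured in 9 libraries, 3 of cells in serum-free control medium, 3 with ESC CM and 3 with CRC-MPS CM. The authors deposited 3 tables of pairwise comparisons, each of 6 libraries, and every column of values per library was matched to a labelled sample by its name. The submitters' notes name STAR 2.6.1d, kallisto 0.46.0 and DESeq2 with genome build hg38; the version of DESeq2, the annotation and the order of the steps are not given in the sources used here. The values per library in the authors' tables are, as far as the values show, TPM summed per gene, since the listed genes sum to nearly equal totals in the libraries of a table. The authors' deposited average level is a normalized signal, the mean over the 6 libraries of counts divided by DESeq2 size factors. The authors' deposited fold change and its standard error are on the log2 scale. The authors' deposited statistic is a Wald score, which equals the fold change over its standard error in size and has the opposite sign in all 10007 genes of the table for ESC CM against control, so directions were taken from the TPM means. The authors' deposited p-value and adjusted p-value come from their test over all genes they tested, and no adjusted p was given for 134 genes between the CM, 57 for CRC-MPS CM against control and 25 for ESC CM against control.

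Each table holds only genes whose p in the authors' test was under 0.05. By the adjusted p, the authors adjusted over 12611 genes between the CM, 20143 for CRC-MPS CM against control and 20597 for ESC CM against control. Read totals were not given, so the depth per library is unknown and no interval or limit that needs it was computed. Values of a library that appears in 2 tables differed by a median of 0.0314% to 0.456%. Over 1615 genes listed in all 3 tables, the difference of the fold changes against control lay within a median of 0.00176 (log2) of the fold change between the CM. Gene names that a spreadsheet had turned into dates (4, 14 and 13 genes in the order above) stayed in the counts and were left out of overlaps, lists and named genes. Of 11664 names, 11647 were found in GENCODE release 29, which gave the coordinates on hg38.

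Before the data were examined, the thresholds, the tests, 28 gene lists, the rule for named genes and most alternatives were fixed. The main count of changed genes used the authors' deposited adjusted p (under 0.05) and fold change (over 1.5), the paper's first thresholds, because genes already selected on p give too many calls in a new test. Means and SD of TPM were computed over the 3 libraries of a group in the table of the comparison. For each list with at least 5 changed members, higher against lower members were set against the other changed genes of the table in a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over lists; this tests direction within the table, not enrichment, and genes of a list are not independent. The lists were the genes measured by qPCR in the paper, which the study chose on such samples, and lists from general knowledge of sterol, fatty acid, glycolytic and mitochondrial metabolism, cell division, ribosomes, histones, signaling and stress responses, intestinal differentiation and stem cells, methylation, and markers of 4 other kinds of cells. Older symbols were matched through Ensembl identifiers, and 1 histone name without a match was left out. "Adjusted over the list alone" means Benjamini-Hochberg adjustment of the authors' p over the list's members.

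Genes named in the text were drawn from a set fixed by rule: every gene the paper names, the 10 genes with the largest change each way per comparison (adjusted p under 0.05, an average level at or above the table's median, no overlap between groups), and up to 4 members of each list per comparison with the largest change past the thresholds. Not every gene of this set is named, and those given as examples were picked from it after their values were seen. The genes with opposite directions were named after their values were seen.

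Alternatives were other thresholds, filters on the average level (the lowest 25% of genes, or under 10), genes with a symbol only, folds of TPM means, and limma on log2(TPM + 1) of the listed genes with pseudocounts of 0.1 and 5, each library left out, replicate number as a block, and all groups in a single fit. After the data were seen, limma adjusted over as many genes as the authors adjusted over was added. A DESeq2 or edgeR fit and the set tests that need all genes could not be run without counts of all genes. The limma step was tested on simulated data with 200 changed genes: it recovered 97%, 96% and 95% of genes changed by 2-fold (between the CM, CRC-MPS CM against control, ESC CM against control), with 1, 5 and 2 false calls. With no gene changed it called 0 over all genes, but when only genes with p under 0.05 were kept it called 138 of 148, 515 of 544 and 493 of 526. The tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.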

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

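ESC CM against the serum-free control is a comparison the paper does not report, and 4670 genes changed in it in the authors' deposited table, 1986 higher and 2684 lower; 4478 had no overlap between the libraries, where the 10% that chance gives holds only for unselected genes and these were selected on the same libraries. Of the tests below, those on serum and medium, on normalization, on genes past 1.5-fold with all libraries, on a weaker medium effect and on carried RNA were chosen after the result was seen.

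The first pattern is that both CM changed the same genes against control, 3992 of them in the same direction. The values do not point to one control library as the source of the whole pattern. Of the genes past a 1.5-fold change of TPM means with all libraries, at least 95.4% kept it without each control library, where under 50% would have pointed to one library. These genes were selected on the same libraries, which favours keeping the fold, so the test cannot exclude one library. The bound set beforehand, 90% of all 3992 genes, was missed at 88.2% (without control replicate 2), but it lay close to the 91.3% found with all libraries. Serum and medium carried in both CM stay open, since 47 of 47 changed mitosis and G1/S genes (100%) moved the same way in both and no sample had serum without conditioning cells; a shared secretion of the stromal cells present in both cultures is the biological explanation and was not tested. Part of the overlap may come from the shared control libraries, and its size is not known: simulations with no effect, which gave 0 shared calls, leave out the effects, the 579.6 genes that independent lists would share in the same direction leave out the shared controls, and the correlation of log2 folds across genes, 0.97 (covariance 0.53, simulated 0.00701 for unselected genes), decides nothing, since simulated unchanged genes gave 0.50, and 0.92 when kept on p in both comparisons as the listed genes were.

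The second pattern is that interferon response genes were lower with CRC-MPS CM than with ESC CM, with a median log2 fold change of -0.74 over the 11 of 25 that were listed. The values do not point to a single library. The median log2 fold of TPM means over these genes, another measure, was -0.69 with all libraries. With each library left out it was -0.71 to -0.73, at least 103% of that size. For the authors' normalization, the upper quartile of these genes lay at -0.52 (log2) relative to the median of all listed genes. The list was taken up because its genes were lower, and selection on p leaves out little-changed members. That test therefore largely restates the pattern and cannot exclude normalization. Both tests cover only listed genes, which were selected on p in these same libraries, and that favours keeping the median. That a factor in CRC-MPS CM lowers these genes is a hypothesis that neither test decides and that was not tested directly.

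The third pattern is the set of 138 genes changed between the CM, which may depend in part on CRC-MPS CM replicate 3: without it 74.6% of the genes kept a 1.5-fold change of TPM means, against 88.4% with all libraries, and of the genes past it with all libraries 84.4% kept it. A weaker effect of the same medium components in CRC-MPS CM stays open for the higher genes, of which 75% (60 of 80) lay back toward the control, a share that the shared ESC libraries raise, and for the lower genes other than the interferon list, of which 30.8% did (4 of 13; 95% Wilson interval 12.7% to 57.6%, with genes taken as independent); pooled, the share was 64.6%. It is argued against for the interferon genes, of which 0% did (0 of 7, interval up to 35.4% with genes taken as independent). For these genes the share follows from the second pattern and is not a separate test, since all 25 list members were lower with ESC CM than in control medium at an FDR under 0.05. RNA of adipose tissue or stromal cells carried into the wells stays open: 0 of 51 marker genes were listed as higher, but a gene that is not listed decides nothing. The adipose tissue in the CRC-MPS is the biological explanation that the design names. By the paper's methods the CRC-MPS also held HT29-GFP cancer cells, whose effect on the CM cannot be told apart from that of the tissue. These data hold no lean CRC-MPS and no group that separates the tissue from the cancer cells.

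Splits of 3 against 3 libraries number 10, too few for a share under 0.05. The real split was the 1 of 10 with as many limma calls among the listed genes, which were selected for that split, in each comparison: 157 between the CM, 4084 for CRC-MPS CM against control and 3795 for ESC CM against control, where the highest other split gave 0.

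Of 7904 genes with an adjusted p under 0.05 in both comparisons with control, 3 had opposite directions with the 2 CM. They were chosen for these opposite directions, and the fold change between the CM is nearly the difference of the 2 folds against control, so its p is not an independent test. In the authors' deposited table CLDN2 differed by a log2 fold change of -0.56 (adjusted p = 7.23e-08), ICAM1 by 0.77 (adjusted p = 5.50e-06) and SLC7A11 by 0.43 (adjusted p = 4.21e-04). Against control, CLDN2 was at -0.28 with CRC-MPS CM and 0.28 with ESC CM, ICAM1 at 0.42 and -0.36, and SLC7A11 at 0.21 and -0.22, all under 1.5-fold in the authors' deposited tables.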

How the results depend on the processing

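Values are given in the order between the CM, CRC-MPS CM against control, and ESC CM against control. Changed genes numbered 12, 858 and 790 at the paper's second thresholds, 887, 9054 and 9133 at an FDR under 0.05 with no minimum fold, 13, 1222 and 1117 at a log2 fold change over 1.5 and an FDR under 0.05, and 28, 3055 and 2786 without the lowest 25% of average levels. Between the CM they numbered 70 at a fold over 1.5 with an adjusted p under 0.001, 342 at an unadjusted p, and 66 with limma adjusted over as many genes as the authors, added after the data were seen. Limma on the listed genes gave 275 between the CM with a pseudocount of 0.1, and 47, 2397 and 2212 with 5. With each library left out it gave 87 to 219, 3971 to 4262 and 3635 to 3881; between the CM the count was 87 without CRC-MPS CM replicate 3, 89 without ESC CM replicate 3 and 104 without CRC-MPS CM replicate 2. The share of changed genes that were higher was 66.0%, 49.7% and 49.3% with no minimum fold. Against control it was 24.9% and 22.8% at the second thresholds and 54.0% and 53.0% without the lowest 25%. For ESC CM against control the share among limma calls was 45.3% to 48.3% with each library left out. With all genes of the tables, 10 lists between the CM and 14 for ESC CM against control had a direction past the test, instead of 1 and 9. With no minimum fold they numbered 1, 10 and 12; the glycolysis and hypoxia list lost its direction against control with both CM (adjusted p = 0.686 and 0.523, Fisher's exact test) and the FOXO list with CRC-MPS CM. Genes without overlap numbered 738, 8335 and 8453 with no minimum fold. Genes changed in both comparisons with control numbered 627 at the second thresholds and 7904 with no minimum fold. Replicate numbers did not pair the samples, as correlations of the same number ran from -0.36 to 0.18, and with a replicate block limma gave 127, 4087 and 3797. For the genes measured by qPCR, 0 of 144 values reversed and 0 lost an adjusted p under 0.05, a label that does not use the fold; 4 limma values reached it where the deposited one did not (BCCIP between the CM, SNAI1 for ESC CM against control, which without control replicate 1 passed both thresholds at -0.60), and 2 folds of TPM means moved by more than the standard error (TRIB2 1.44 and CENPE 2.49 for CRC-MPS CM against control). The limma adjusted p here was over the listed genes, which were already selected on p and so give too many calls. TRIB2 for ESC CM against control passed 1.5-fold by TPM means (log2 0.61) and without ESC CM replicate 1 (0.59). SNAI1 between the CM was 1.39 (log2) by limma with all libraries and 1.34 to 1.44 with each library left out. It was 1.93 deposited and 1.95 by TPM means. Limma used log2(TPM + 1), which by construction shrinks the fold of a gene at such low TPM. Where no construction shows it, the cause was not tested. Depth was not given, so its limit is unknown.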

Differences from the paper's values

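The paper's count of differentially expressed genes in HT29 cells with CM from obese CRC-MPS is 867, with 2 sets of thresholds stated together. The paper's text does not name the comparison group of this count; a legend names control for the functions of these genes and ESC for their pathways. At a fold change over 1.5 and an FDR under 0.05, the authors' deposited tables gave 138 genes against ESC CM and 4933 against the serum-free control. Of the alternatives set before the data were examined, those within 1.5 times of the paper's 867 were 887 genes against ESC CM at an FDR under 0.05 with no minimum fold, and against control 858 genes at a log2 fold change over 1.5 with an adjusted p under 0.001 and 1222 at a log2 fold change over 1.5 with an FDR under 0.05. Against ESC CM, the others were not: 12 genes at the second thresholds, 13 at a log2 fold change over 1.5 with an FDR under 0.05, 70 at a fold over 1.5 with an adjusted p under 0.001, 342 at an unadjusted p, 28 without the lowest 25% of average levels, 138 at an average level of at least 10, 132 with a symbol, 137 by folds of TPM means and 157 by limma. Against control, the others were not either: 9054 with no minimum fold, 3996 at an adjusted p under 0.001, 5341 at an unadjusted p, 3055 without the lowest 25%, 4716 at an average level of at least 10, 4538 with a symbol, 4840 by folds of TPM means and 4084 by limma. Limma adjusted over as many genes as the authors, chosen after seeing the values, gave 66 and 4068 and did not reach the paper's count.

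The paper names CENPE, BCCIP and NNMT among the differentially expressed genes checked by qPCR against ESC CM. At a fold change over 1.5 and an FDR under 0.05, none of them was called between the CM: CENPE was not listed, BCCIP had an adjusted p of 0.149 and NNMT a log2 fold change of 0.53 in the authors' deposited table. With no minimum fold NNMT was called, and against control CENPE and BCCIP were. SNAI1, TRIB2 and OAS1 were called between the CM in the directions the paper gives. Of 6 folds read by eye from Fig. 4A, all were within 1.5 times of the deposited or TPM fold, from about 2.8 for SNAI1 (3.82 here) to about 0.64 for OAS1 (0.576 here). The folds read for CENPE, BCCIP, NNMT and TRIB2 were about 1.2 to 1.4. An unchanged gene would also lie within 1.5 times of these, so the comparison decides nothing for them.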

Other observations

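Genes of other lists also differed between ESC CM and the serum-free control. Of 24 genes of the amino acid and ER stress response, 15 were lower and 3 higher (15 and 3 adjusted over the list alone; adjusted p = 0.0545, two-sided Fisher's exact test), with VLDLR, a lipoprotein receptor, at 2.14 ± 0.603 TPM (SD, n = 3) with ESC CM and 9.07 ± 1.37 TPM (SD, n = 3) in control medium. This did not pass the direction test, though with no minimum fold 18 lower and 3 higher did (adjusted p = 0.00385, same exact test). The 10 lower and 3 higher with CRC-MPS CM did not pass (10 and 3 adjusted over the list alone; adjusted p = 0.310, same exact test), nor did 15 lower and 6 higher with no minimum fold (adjusted p = 0.144, same exact test), and ASNS, an asparagine synthetase, was at 186 ± 26.6 against 414 ± 56.2 TPM. Of 25 genes of the serum and MAPK response, 15 were lower with ESC CM and 12 with CRC-MPS CM, and none was higher (16 and 13 adjusted over the list alone; adjusted p = 8.91e-04 and 0.00511, same exact test), with DUSP1, a phosphatase of MAP kinases, at 7.25 ± 1.90 against 24.5 ± 3.61 TPM with ESC CM. Of 22 genes of NF-kB and chemokines, 8 were lower and 1 higher with ESC CM (8 and 2 adjusted over the list alone), and 7 were lower and 5 higher with CRC-MPS CM (7 and 6 adjusted over the list alone), and neither passed the direction test (adjusted p = 0.132 and 1.00, same exact test). The chemokine CCL20 was at 2.34 ± 0.699 against 6.41 ± 0.789 TPM with ESC CM.

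Ribosomal protein genes moved little against control, with 1 of 20 past the thresholds as lower with CRC-MPS CM and 0 with ESC CM, although at an FDR under 0.05 16 were lower and 2 higher with CRC-MPS CM, and 15 lower and 3 higher with ESC CM (adjusted p = 0.00347 and 0.0159, two-sided Fisher's exact test of direction). Of 18 genes of nuclear-encoded oxidative phosphorylation, 1 was higher with each CM, and 11 and 15 were higher and none lower at an FDR under 0.05 (adjusted p = 0.00138 and 9.27e-05, same exact test). Of 20 genes of fatty acid oxidation, 2 were lower with CRC-MPS CM, and 3 were lower and 1 higher with ESC CM. Of 15 adipocyte markers, 4 were lower and 1 higher with each CM (adjusted p = 0.560 with CRC-MPS CM and 0.517 with ESC CM, same exact test at the thresholds), of 15 stromal markers 1 was lower with each, of 13 leukocyte markers 2 were lower with each, and of 8 endothelial markers 1 was higher with each, at low levels: TEK was at 0.269 ± 0.0466 TPM (SD, n = 3) with CRC-MPS CM and 0.0655 ± 0.0299 TPM (SD, n = 3) in control medium. Adjusted over the list alone, the counts past the thresholds in these lists were the same, except that no stromal marker passed. These are values of HT29 libraries, and no other cells were labelled in them.

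Of 856 genes past the second thresholds for CRC-MPS CM against control, 834 changed the same way with ESC CM at a fold over 1.5 and an FDR under 0.05, and 39 changed between the CM. TNF and LEP, which the paper names among mediators released by EPAT, were not listed in any table of HT29 RNA.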
